A study of Mus musculus with 28 samples.

How the data were processed

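Poly(A) RNA from the gastrocnemius muscle of adult male mice was sequenced in 28 libraries, with a library for each sample title. Per the labels, the libraries were made with a Lexogen SENSE mRNA kit and run on an ABI Wildfire instrument. The values are read counts per Ensembl gene as the authors deposited them, whole numbers without normalization. Each deposited count table held 39179 genes and 5 closing tallies, whose names are those that the program htseq-count writes. The labels state no aligner, counting program, genome build or annotation release. The series title names the quadriceps and the design text and labels name the gastrocnemius; the labels were followed.

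Samples were grouped by the genotype in the labels. There were 9 wild-type samples, 6 with only the Mck-Cre transgene, 6 with only the floxed Tsc1 alleles and 7 with both, called knockout. Replicate numbers follow the order of the samples in the series and pair no animals. Wild-type replicates 4 and 5 share an animal number in their titles. They were kept as separate samples, and a fit with their counts summed was an alternative. No library was left out of any main result.

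Gene symbols, coordinates, transcript lengths and GC content came from GENCODE M21 on the GRCm38 assembly, matched by Ensembl identifier. Of the 39179 identifiers, 37693 were in that annotation and 37607 received a symbol. The coordinates are those of GRCm38 and may not be those of the build used for counting, which is not stated.

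The total count per library ran from 5169947 to 11169791. The smallest abundance a library can show, taken as 3 counts, lay between 0.269 and 0.580 CPM, the unit of counts scaled to the size of the library. Intervals for single libraries are 95% Wilson intervals. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

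Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 4 genotypes, libraries were scaled by TMM, and differences were tested with the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05. The filter kept 11851 genes, which held 99.8% of the counts. Knockout mice were compared with the 21 control samples as a group, because the design text divides the mice in that way. A fit of all 4 genotypes gave the pairwise comparisons and the interaction of floxed alleles and Cre. CPM values use TMM-scaled library sizes. Adjusted p-values of genes are from edgeR unless another method is named.

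Gene-set scores were the mean over the genes of a set of the z-scored log2 CPM (prior count 2). The 9 sets were compared between knockout and control mice by two-sided exact permutation tests over all 1184040 splits of the 28 samples, with Benjamini-Hochberg adjustment over the 9 sets. Scores from 6 lists of marker genes of other cell types and 6 measures of the libraries were compared in the same way, each with its own adjustment. Genes that the filter removed were compared on log2(CPM + 1) by the same test. Differences on that scale understate the change of genes with few reads.

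Named genes followed a rule. Tsc1, Tsc2, Gdf15, Fgf21, Sln and the myosin genes Myh7, Myh2, Myh1 and Myh4 were always named. Added to these were the 4 largest rises, the 4 largest falls and the 4 smallest p-values among genes that passed the threshold, averaged at least 5 CPM and changed in the same direction against each of the 3 control genotypes. From each control comparison and the interaction, the 2 passing genes with the smallest p-values were named, and from each set at most 4 members. Not every gene that met the rule is described. The groups, tests, sets, marker lists, rule and most alternatives were fixed before the data were examined.

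The alternatives were RLE size factors in edgeR, total counts without normalization factors, no filter, a filter on a mean count of 10, DESeq2 1.42.0, limma 3.58.1 voom, a fit without the 20 most counted genes, 1 surrogate variable from sva 3.50.0, fits of only the compared genotypes, and a prior count of 0.5 and a plain mean of log2 CPM for the set scores. Leaving out libraries other than the knockout ones, robust dispersion estimates and an endothelial marker score as a covariate were added after seeing the data. Principal components used the 500 most variable genes. The steps were tested on simulated counts for the 11851 genes with 200 genes changed 2-fold or 4-fold. The comparison of knockout with all controls recovered 90.5% of them, with 11 false calls among 192, and the interaction recovered 62.5%. With no gene changed, 0 genes were called, while 5.29% had an unadjusted p-value under 0.05 in the comparison with all controls. The simulated changes were present in every knockout library and raised as many genes as they lowered. The real knockout libraries were not alike, and more genes rose than fell. The recovered percentages therefore do not give the power of the real comparisons, and the simulation hardly tested the normalization.

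Permutation tests and intervals used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and transcripts were aligned with Biopython 1.88.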

Results

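The series compared the gastrocnemius transcriptome of mice that lacked Tsc1 in muscle, where the loss activates the kinase complex mTORC1, with that of control mice. Tsc1 encodes a subunit of the complex that inhibits mTORC1, and Mck-Cre is a transgene that expresses Cre recombinase in skeletal and cardiac muscle. The design crossed floxed Tsc1 alleles with the transgene and gave 4 genotypes: 9 wild-type, 6 Cre-only, 6 floxed-only and 7 knockout libraries. The total count per library averaged 7616740 ± 1675139 (SD, n = 9) in wild-type, 6598882 ± 1118467 (n = 6) in Cre-only, 7187523 ± 1162828 (n = 6) in floxed-only and 7463706 ± 1401975 (n = 7) in knockout mice. Individual libraries ranged from 5169947 to 11169791 counts, with a median of 6902162. Between 15924 and 18847 genes had at least 1 count. Mitochondrial genes took 12.2% to 25.3% of the counts. The 20 genes most counted over all libraries together, the same list for each library, took 31.3% to 45.9%. Reads of the Y-linked gene Ddx3y numbered 62 to 219 per library and reads of Xist 0 to 5.

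Of 6 library measures compared between the 7 knockout and 21 control libraries, 1 differed after adjustment. The 20 most counted genes took 36.7% ± 5.04 (SD, n = 7) of the counts in knockout libraries and 42.7% ± 2.88 (n = 21) in controls, a difference larger than the spread (two-sided exact permutation p = 0.00118, adjusted 0.00706). Since the list was the same for each library, this measure follows the level of those genes. It does not show how far each library is taken up by its own top genes. Total counts did not differ (exact permutation p = 0.676). The number of genes detected also did not differ (exact permutation p = 0.124), nor did the mitochondrial percentage (exact permutation p = 0.805).

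The targeted gene was examined first in every library. Tsc1 (ENSMUSG00000026812, chromosome 2, 28641228 to 28691167 on the plus strand) averaged 46.4 CPM ± 2.84 (SD, n = 9) in wild-type, 49.1 ± 13.2 (n = 6) in Cre-only, 42.9 ± 6.79 (n = 6) in floxed-only and 17.9 ± 13.0 (n = 7) in knockout mice. It fell by 1.37 on the log2 scale against all controls (SE 0.22, adjusted p = 8.9e-05), and the exact permutation p was 9.29e-06. Across the fits that each left out a library, the log2 fold change of Tsc1 ran from -1.71 to -1.25. The 21 control libraries lay between 31.96 and 63.3 CPM, and 5 of the 7 knockout libraries lay below all of them. Tsc1 measured 9.76 CPM in knockout replicate 1, 9.20 in replicate 2, 11.97 in replicate 3, 12.1 in replicate 6 and 9.14 in replicate 7. The library labelled knockout 4 had 32.1 CPM (Wilson interval 28.5 to 36.3) and the library labelled knockout 5 had 40.6 CPM (36.6 to 45.1). Both lay within the control range, 1 control being at or below the former and 4 at or below the latter. Their genotype is therefore given as labelled throughout, and every direction stated for the knockout group includes them. Tsc2 (ENSMUSG00000002496, chromosome 17, 24595816 to 24632630), the partner of Tsc1, did not differ (log2 fold change 0.16, SE 0.13, adjusted p = 0.396).

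**Figure D1:**
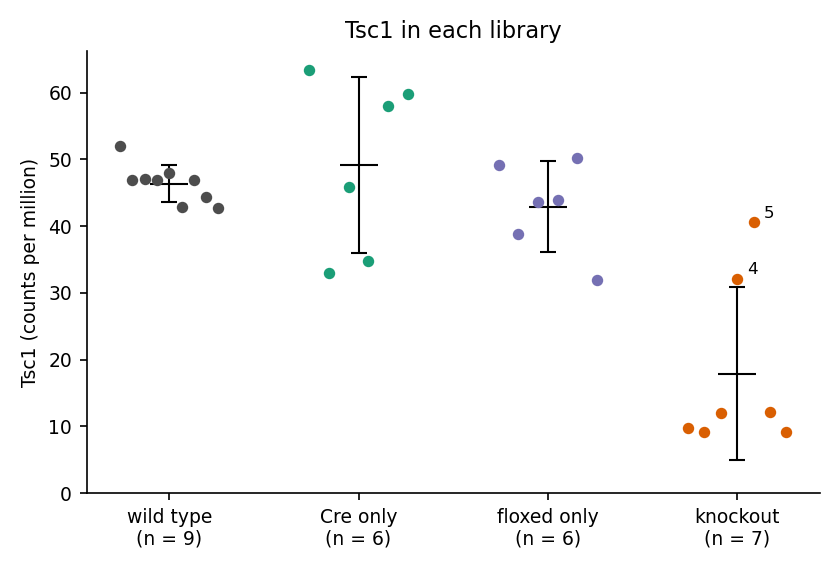
Tsc1 in CPM in each of the 28 libraries by genotype, with the mean and SD as lines and knockout replicates 4 and 5 numbered. Control libraries lay between 31.96 and 63.3 CPM, and knockout replicates 4 and 5 at 32.1 and 40.6 CPM.

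The first principal component held 30.3% of the variance of the 500 most variable genes and the second 14.3%. On the first component, knockout replicate 1 scored 31.6, replicate 2 scored 32.7, replicate 3 scored 20.6, replicate 6 scored 30.4 and replicate 7 scored 33.0. The libraries labelled knockout 4 and knockout 5 scored -9.08 and -4.68, among the controls. On the second component, floxed-only replicate 6 stood apart with a score of 46.2.

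**Figure D2:**
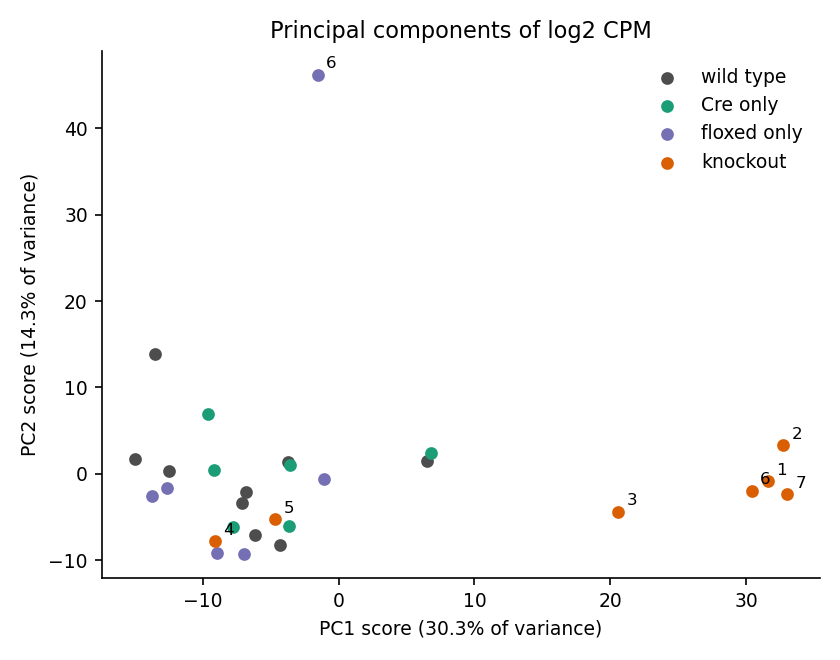
Scores of the 28 libraries on the first and second principal components of log2 CPM, coloured by genotype, with the knockout replicates and floxed-only replicate 6 numbered. Knockout replicates 4 and 5 lay among the controls at -9.08 and -4.68 on the first component, and floxed-only replicate 6 lay at 46.2 on the second.

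Knockout mice were compared with the 21 controls to find the genes that respond to loss of Tsc1. Of 11851 tested genes, 1221 were higher and 689 were lower in knockout mice at an adjusted p-value under 0.05, or 16.1% in all. At least a 2-fold change was found for 431 of these, 349 higher and 82 lower. Each of the 1910 genes changed in the same direction against each control genotype in the point estimates. The number of lower genes moved most when a knockout library was left out. It was 261 without knockout replicate 1 and 1260 without the library labelled knockout 4. With total counts in place of TMM, 1955 genes were higher and 320 lower.

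**Figure D3:**
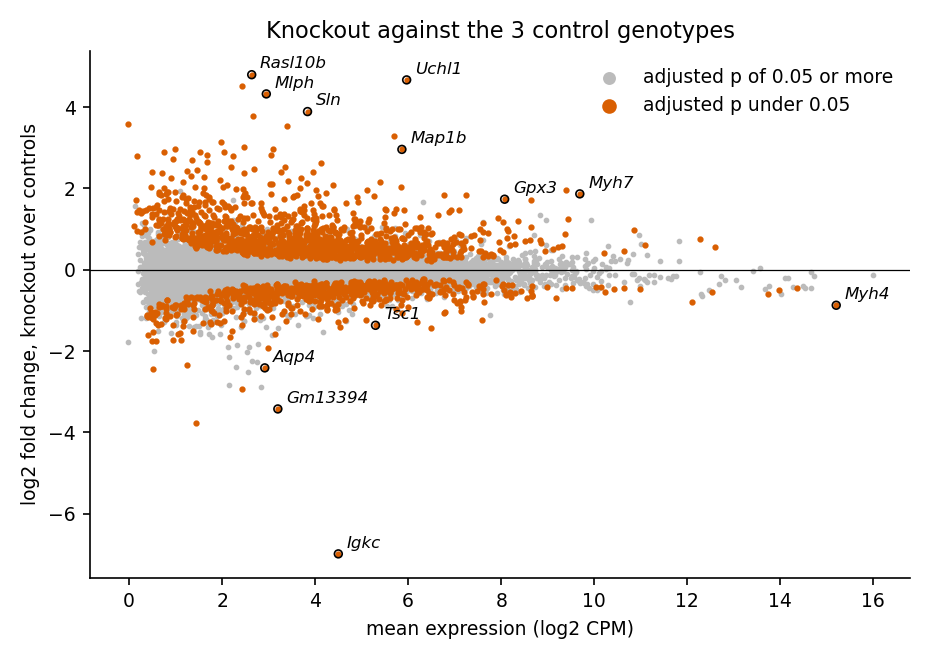
Log2 fold change of knockout over controls for the 11851 tested genes against their mean expression in log2 CPM, with genes at an adjusted p-value under 0.05 in orange and some of the named genes circled. The 1221 higher genes reached a log2 fold change of 4.80 for Rasl10b, and the lowest value among the 689 lower genes was -6.99 for Igkc. The group includes the libraries labelled knockout 4 and 5.

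The largest rise was that of Rasl10b (ENSMUSG00000020684, chromosome 11, 83409137 to 83421039), with a log2 fold change of 4.80 (SE 0.46, adjusted p = 2.2e-08). It averaged 0.746 CPM ± 0.577 (SD, n = 21) in controls and 21.2 ± 17.5 (n = 7) in knockout mice. Uchl1 (ENSMUSG00000029223, chromosome 5, 66676091 to 66687234) rose by 4.67 (SE 0.41, adjusted p = 3.8e-09), from 8.74 CPM ± 5.10 to 222.3 ± 176. Mlph (ENSMUSG00000026303, chromosome 1, 90915085 to 90951142) rose by 4.32 (SE 0.36, adjusted p = 3.8e-09), from 1.27 CPM ± 0.665 to 25.9 ± 19.4. Sln, the gene of the calcium pump inhibitor sarcolipin (ENSMUSG00000042045, chromosome 9, 53850164 to 53854560), rose by 3.89 (SE 0.48, adjusted p = 1.9e-06), from 3.11 CPM ± 3.61 to 46.3 ± 35.1. The smallest p-values not already named belonged to Map1b (ENSMUSG00000052727, chromosome 13, 99421446 to 99516540; log2 fold change 2.96, SE 0.25), Lrp11 (ENSMUSG00000019796, chromosome 10, 7589800 to 7625483; 2.81, SE 0.25), Mt3 (ENSMUSG00000031760, chromosome 8, 94152607 to 94154146; 3.77, SE 0.38) and Gpx3 (ENSMUSG00000018339, chromosome 11, 54902453 to 54910377; 1.73, SE 0.18). Map1b went from 21.5 CPM ± 4.18 to 167 ± 105, Lrp11 from 3.14 ± 1.01 to 22.2 ± 13.2, Mt3 from 1.41 ± 0.810 to 19.5 ± 14.5 and Gpx3 from 170.1 ± 35.0 to 566 ± 250. Mlph exceeded the highest control in 6 of the 7 knockout libraries and each of the others of these 8 genes in 5. In the libraries labelled knockout 4 and 5, Uchl1 measured 5.07 and 19.5 CPM, Map1b 20.6 and 25.3 CPM and Mlph 2.22 and 2.56 CPM.

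The largest fall was that of Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), an immunoglobulin gene, with a log2 fold change of -6.99 (SE 2.24, adjusted p = 0.0319), from 29.3 CPM ± 119 to 0.229 ± 0.163. That difference rested on few control libraries. Floxed-only replicate 6 had 547.6 CPM of Igkc (Wilson interval 532.5 to 563.2) and wild-type replicate 7 had 46.1 CPM (41.3 to 51.3), and the log2 fold change was -3.87 without the former. The pseudogene Gm13394 (ENSMUSG00000083773, chromosome 2, 28933610 to 28934609) fell by 3.42 (SE 1.16, adjusted p = 0.0422), from 11.5 CPM ± 22.5 to 1.03 ± 0.788. It had 39.0 to 78.97 CPM in 4 control libraries and at most 2.81 CPM in the other 24 libraries, and its transcript is 99.9% identical to that of Gapdh over 1000 bases, so its counts are uncertain. Aqp4, a water channel gene (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982), fell by 2.41 (SE 0.53, adjusted p = 0.00222), from 9.20 CPM ± 4.33 to 1.67 ± 2.42. Knockout replicates 4 and 5 had 4.20 and 6.06 CPM of Aqp4. Igkc and Gm13394 lost the threshold with limma-voom.

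Gdf15 and Fgf21, which encode hormones secreted under stress, had too few reads for the filter. Gdf15 (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456) had 93 reads in the 7 knockout libraries, 6 of which had any, and 8 reads in the 21 control libraries, 7 of which had any. The difference was 1.01 on log2(CPM + 1) and exceeded the spread (two-sided exact permutation p = 3.5e-05). Knockout replicate 7 held 51 of the reads, and the library labelled knockout 5 held 0. Fgf21 (ENSMUSG00000030827, chromosome 7, 45613886 to 45615490) had 5 reads in knockout and 2 in control libraries, and a difference was not detectable at this depth (exact permutation p = 0.1004).

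Among the myosin heavy chain genes, Myh7 of slow fibres (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626) was higher in knockout mice (log2 fold change 1.87, SE 0.56, adjusted p = 0.0215). It averaged 497 CPM ± 612 (SD, n = 21) in controls and 1812 ± 1524 (n = 7) in knockout mice, and 3 knockout libraries exceeded the highest control. Myh4 of fast fibres (ENSMUSG00000057003, chromosome 11, 67238029 to 67260446) fell by 0.87 (SE 0.27, adjusted p = 0.0287), from 42551 CPM ± 10529 to 23246 ± 18974. It lay below all controls in 5 of the 7 knockout libraries, and measured 59764 and 37718 CPM in the libraries labelled knockout 4 and 5. Neither gene passed the threshold against any single control genotype. Myh2 (ENSMUSG00000033196, chromosome 11, 67171027 to 67197517; log2 fold change -0.21, adjusted p = 0.565) and Myh1 (ENSMUSG00000056328, chromosome 11, 67200052 to 67224575; 0.21, adjusted p = 0.535) did not differ.

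Each control genotype was also compared with the knockout, to separate loss of Tsc1 from effects of the floxed alleles or the transgene alone. Against wild-type mice 1107 genes passed the threshold (808 higher, 299 lower), against Cre-only mice 471 (369 of them higher) and against floxed-only mice 783 (490 higher, 293 lower). All 3 comparisons shared 276 genes, 251 higher and 25 lower, and 1432 genes passed in at least 1. Tsc1 had a log2 fold change of -1.37 (SE 0.25) against wild-type, -1.45 (SE 0.27) against Cre-only and -1.26 (SE 0.27) against floxed-only mice. The numbers against Cre-only and floxed-only mice depended on the fit. With only the compared genotypes in the model, 1139 genes passed against wild-type mice, 69 against Cre-only mice and 0 against floxed-only mice, where 2217 genes had an unadjusted p-value under 0.05.

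Between control genotypes, 0 genes passed the threshold in each of 3 comparisons. An unadjusted p-value under 0.05 was found for 298 genes between Cre-only and wild-type mice, 550 between floxed-only and wild-type mice and 640 between Cre-only and floxed-only mice. Without a filter on low counts, 121 genes passed between floxed-only and wild-type mice. Tsc1 differed by 0.08 (SE 0.25) between Cre-only and wild-type mice and by -0.11 (SE 0.25) between floxed-only and wild-type mice on the log2 scale, less than the SE of this fit. The fit estimated the spread over all genotypes, among them the knockout libraries, which were not alike. Small differences between control genotypes may therefore have been missed.

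The interaction asked whether the effect of Cre differed between mice with floxed and with unfloxed alleles. It passed the threshold for 12 genes, 11 with a positive and 1 with a negative difference, while 1466 genes had an unadjusted p-value under 0.05. The smallest p-values were those of Gm13394 (log2 difference -7.74, SE 1.37, adjusted p = 0.0261), whose counts are uncertain as stated above, and Lrp11 (log2 difference 2.98, SE 0.54, adjusted p = 0.0261). Lrp11 changed by 2.66 between knockout and floxed-only mice and by -0.33 between Cre-only and wild-type mice. The interaction of Tsc1 was -1.34 (SE 0.37) and did not pass (adjusted p = 0.123). The number of interaction genes was 168 without the library labelled knockout 4, the value farthest from 12. It was 106 with DESeq2 and 0 with limma-voom, where 1232 genes had an unadjusted p-value under 0.05.

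Scores of 9 gene sets were compared between the 7 knockout and 21 control libraries, and 6 differed after adjustment. Total counts without normalization factors moved these scores most, and with them the ribosomal protein score no longer passed (difference -0.37). The set of genes induced by the stress transcription factor ATF4 had a mean score of 0.652 ± 0.589 (SD, n = 7) in knockout and -0.217 ± 0.224 (n = 21) in control libraries (difference 0.869, exact permutation p = 8.9e-05, adjusted 0.000684). It exceeded all controls in 5 of the 7 knockout libraries, and 11 of its 20 tested genes were higher, with log2 fold changes of 2.43 for Trib3, 2.21 for Mthfd2, 2.53 for Psat1 and 1.13 for Nupr1. The set of genes that respond to loss of innervation differed by 0.618 (exact permutation p = 0.000152, adjusted 0.000684) and exceeded all controls in 4 knockout libraries. Of that set, Sln, Ncam1 (log2 fold change 1.81) and Chrnd (1.65) were higher and Chrne was lower (-0.67). The scores of the libraries labelled knockout 4 and 5 were -0.29 and -0.07 for the ATF4 set and 0.0427 and -0.14 for the innervation set, within the control range.

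The lysosome and autophagy score was higher by 0.453 in knockout libraries (exact permutation p = 0.00300, adjusted 0.00675), with Ctsl at a log2 fold change of 1.46, Atp6v1h at 1.14, Ctsb at 0.72 and Wipi1 at 0.58. It exceeded all controls in 2 knockout libraries. The ribosomal protein score decreased by 0.661 (exact permutation p = 0.00260, adjusted 0.00675), 3 knockout libraries lay below all controls, and 15 of 81 genes were lower, among them Rpl36a (-0.54), Rpl3l (-0.52), Rpl32 (-0.58) and Rps4x (-0.60). The proteasome score was higher by 0.530 (exact permutation p = 0.00690, adjusted 0.0124) and the slow-fibre score by 1.04 (exact permutation p = 0.0103, adjusted 0.0154), and in both 0 knockout libraries exceeded the highest control. The highest control proteasome score was 1.31, in Cre-only replicate 5, and the next was 0.341, which knockout replicates 1, 2, 3, 6 and 7 exceeded. The genes with the smallest p-values were Psmb5 (0.66), Psmd13 (0.44), Psmb6 (0.47) and Psmc5 (0.31) of the proteasome and Casq2 (2.16), Atp2a2 (1.95), Myh7 and Tnni1 (1.84) of slow fibres. The scores of glycolysis (difference -0.26, exact permutation p = 0.168, adjusted 0.216), oxidative phosphorylation (0.172, exact permutation p = 0.514, adjusted 0.578) and cholesterol synthesis (-0.05, exact permutation p = 0.731) did not differ. With total counts alone the oxidative phosphorylation score passed (0.540) and the cholesterol difference changed sign (0.194).

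Markers of other cell types were scored in the same libraries. Of 6 lists, the endothelial list was lower in knockout libraries (difference -0.96, exact permutation p = 0.00360, adjusted 0.0216). The adjusted exact permutation p-values of the lists of adipocyte, blood, nerve, macrophage and tendon genes were 0.242, 0.504, 0.739, 0.242 and 0.706.

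For each library, the share of the knockout profile was measured as the median, over the genes that passed the threshold in the fit without that library, of its log2 difference from the controls divided by the log2 fold change. That fold change is the one of the labelled knockout libraries in the same fit, including those labelled knockout 4 and 5 where they remain. Shares can therefore exceed 1, and the genes and fold changes differ between libraries. This share was 1.34 in knockout replicate 1, 1.17 in replicate 2, 0.899 in replicate 3, 1.12 in replicate 6 and 1.34 in replicate 7. It was -0.085 in the library labelled knockout 4 and 0.0779 in the library labelled knockout 5. Control libraries had shares from -0.103 to 0.403 with a median of 0.0465.

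**Figure D4:**
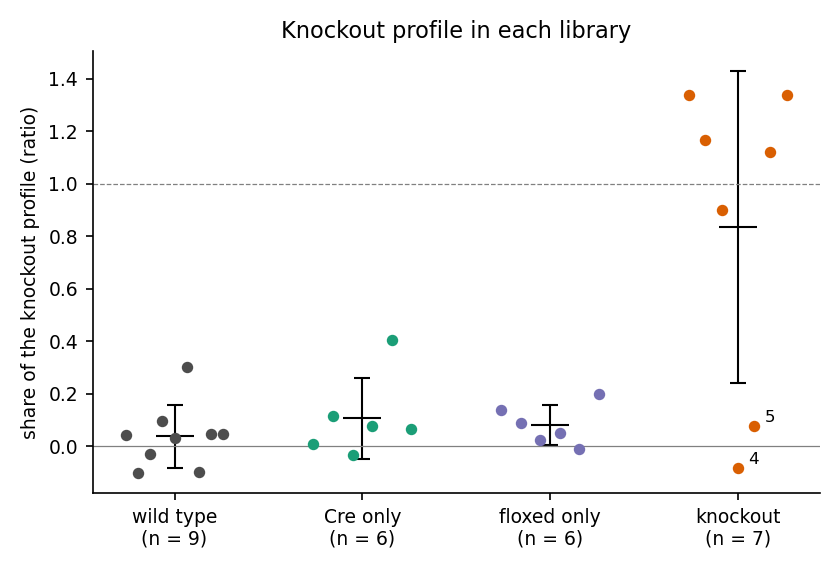
Share of the knockout profile (a ratio, 0 at the control mean and 1 at the fold change of the labelled knockout group in the fit without that library) in each library by genotype, with the mean and SD as lines and knockout replicates 4 and 5 numbered. Control libraries lay between -0.103 and 0.403, and knockout replicates 4 and 5 at -0.085 and 0.0779.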

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

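In this part, the tests of read number, slow muscle, lymphoid tissue, RNA dilution, injury, Tsc1 deletion, single-library depth and Gapdh reads were chosen only after the results were seen. Within each genotype, the highest and lowest library was compared with the gap to its nearest neighbour for each named gene, set score, library measure and marker score, the first and second principal components and the share of the knockout profile. In 174 such groups, 18 values lay apart, where 8.7 would do so by chance at 1 in 20 if the values were independent, which they are not. They came from 6 libraries, and 2 of them were genes with reads in only 1 wild-type library, where any read would lie apart. The design gives no biological explanation for differences between single libraries of a genotype, and the explanations tested are given with each.

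Floxed-only replicate 6 lay apart from the other floxed-only libraries in 5 measures. Its Igkc value was 9.10 on log2(CPM + 1), where the others had 0 to 1.02. Its oxidative phosphorylation score was -1.53, where the others had -0.10 to 0.736. Mitochondrial genes took 12.2% of its counts (Wilson interval 12.21 to 12.26), where the others had 20.01% to 23.3%. The 20 most counted genes took 35.4% of its counts, where the others had 42.9% to 45.9%, and its score on the second principal component was 46.2, where the others had -9.29 to -0.56. Low depth was ruled out by its total count of 6900895, close to the median. All 14 lymphocyte markers of a list that does not contain Igkc were highest in this library. Its lymphocyte score was 4.56, where the next library, wild-type replicate 7, had 1.501. A candidate explanation is lymphoid tissue in the dissection, such as part of a lymph node. Dilution of muscle RNA by RNA of those cells was tested with the 20 most counted nuclear genes. They took 29.1% of its counts and 29.8% ± 2.60 (SD, n = 20) in the other controls, a ratio of 0.977, while its mitochondrial share was 0.617 of theirs. Dilution alone therefore leaves the mitochondrial share unexplained. It was not ruled out as a part of the pattern, since a low mitochondrial share raises the nuclear share of the same counts. Knockout libraries did not differ from controls in the lymphocyte score (exact permutation p = 0.626), and without this library 1405 genes were higher and 835 lower in knockout mice.

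Cre-only replicate 5 lay apart from the other Cre-only libraries in 6 measures. Its Aqp4 value was 0.51 on log2(CPM + 1), where the others had 2.60 to 3.49. Its glycolysis score was -0.91, where the others had 0.0046 to 0.546, and its proteasome score was 1.31, where the others had -0.29 to 0.263. The 20 most counted genes took 35.8% of its counts, where the others had 41.97% to 45.1%. Its score on the first principal component was 6.80, where the others had -9.64 to -3.61, and its share of the knockout profile was 0.403, where the others had -0.0346 to 0.114. It had 3 reads of Aqp4, or 0.422 CPM (Wilson interval 0.143 to 1.24). Low depth was ruled out by its total count of 6402383, close to the median. Deletion of Tsc1 was ruled out by its Tsc1 level of 57.9 CPM, where the other controls had 31.96 to 63.3 CPM. An injury or stress response was tested with 15 genes that had counts. Its score was the highest of the 28 libraries at 1.67, where the next had 1.09, but only 4 of the 15 genes were highest there. The pattern cannot be told apart from an injury or stress response.

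Wild-type replicate 6 lay apart from the other wild-type libraries with a Myh4 value of 14.45 on log2(CPM + 1), where the others had 15.18 to 15.72, and a glycolysis score of -0.97, where the others had -0.01 to 0.357. Its share of the knockout profile was 0.300, where the others had -0.103 to 0.0974. Its slow-fibre score of 1.77 was the highest of the 28 libraries, and it had 16.5 CPM of Sln (Wilson interval 13.6 to 20.03). A larger share of slow muscle in this dissection may explain the pattern.

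Wild-type replicate 9 had a Gdf15 value of 0.15 and a Fgf21 value of 0.29 on log2(CPM + 1), where the other wild-type libraries had 0. These values rest on 1 read of Gdf15 and 2 reads of Fgf21. Counting error at low depth is a candidate explanation for both, since 1 or 2 reads lie below the 3 counts taken as the smallest abundance a library can show.

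Wild-type replicate 7 scored 13.9 on the second principal component, where the other wild-type libraries had -8.25 to 1.67. The library labelled knockout 4 had 0.753 non-unique alignments per counted read, where the other knockout libraries had 0.547 to 0.622. No explanation was tested for this alignment value.

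The effect of Cre differed between floxed and unfloxed mice for 6 of the named genes. The log2 difference was 4.46 for Uchl1, 4.32 for Mlph, 2.98 for Lrp11, 2.85 for Map1b, 1.77 for Gpx3 and -7.74 for Gm13394. Of the 100 splits drawn, 4 gave at least the 12 genes of the real interaction, the real split included, and the highest of the others gave 401. At an unadjusted p-value under 0.05, 9 of the 100 gave at least the 1466 genes found. The groups include the libraries labelled knockout 4 and 5, which had control levels of Uchl1, Lrp11, Map1b and Gpx3. The number of interaction genes was not stable, since it ran from 0 to 168 in the fits that each left out a library. For the 5 genes with a positive difference, a response to loss of Tsc1 remains a hypothesis that may account for it. Total counts did not differ between knockout and control libraries (exact permutation p = 0.676).

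The negative difference of Gm13394 is a separate case. The gene lies 242443 bases past the end of Tsc1 and had 39.0 to 78.97 CPM in 4 libraries, Cre-only replicates 1 and 4 and floxed-only replicates 2 and 4, and at most 2.81 CPM in the other 24. Its transcript is 99.9% identical to that of Gapdh, which had 1466.7 to 4233 CPM in these libraries. Reads shared in proportion to the level of Gapdh do not account for the pattern, since the mean of Gapdh in the 4 libraries was 1.09 times that in the others. Identity alone does not show where the reads came from. Whether a variant carried by some of the animals changed the placement of reads was not tested.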

How the results depend on the processing

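Leaving out libraries other than knockout ones, robust dispersion estimates and the endothelial covariate were chosen after seeing the data. Of 461 values of the main results under alternatives, 72 changed their direction, their side of the threshold or, for numbers of genes, by more than 1.5 times. The cause of a change was not tested unless stated.

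With total counts alone, 1955 genes were higher and 320 lower in knockout mice, where TMM gave 1221 and 689. The median log2 fold change of all genes was 0.10 in this setting and -0.03 with TMM, so that the normalization shifted all values together. In the same setting the cholesterol score difference reversed to 0.194, the ribosomal protein difference of -0.37 no longer passed, and the oxidative phosphorylation difference of 0.540 passed. RLE size factors gave 1207 higher and 726 lower genes.

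Without a filter on low counts, 407 genes were lower, 696 changed at least 2-fold, 121 differed between floxed-only and wild-type mice and 19 had an interaction. With DESeq2, 1 gene differed between Cre-only and floxed-only mice and 106 had an interaction. With limma-voom, 198 genes passed against Cre-only mice, 408 against floxed-only mice and 0 for the interaction, where 1232 had an unadjusted p-value under 0.05. With only the compared genotypes in the model, 1139 genes passed against wild-type mice, 69 against Cre-only mice and 0 against floxed-only mice, where 2217 had an unadjusted p-value under 0.05. Robust dispersion estimates gave 5 interaction genes.

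The number of genes changed between knockout and all controls was 2245 with DESeq2, 2014 with limma-voom and 1910 in the fit reported. A filter on a mean count of 10 gave 1181 higher and 691 lower genes, the sum of wild-type replicates 4 and 5 gave 1171 and 687, the mean of the control genotypes gave 1158 and 587, and 1 surrogate variable gave 1428 and 980. That variable had a value of 0.892 in floxed-only replicate 6, and its values in the other libraries lay between -0.183 and 0.168.

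Leaving out each of the 28 libraries in turn gave 777 to 1548 higher genes, 261 to 1260 lower genes and 303 to 615 genes changed at least 2-fold between knockout and all controls. The highest number of higher and of lower genes came without the library labelled knockout 4. The log2 fold change of Tsc1 ran from -1.71 to -1.25. The same fits gave 557 to 1991 genes against wild-type mice, 201 to 1243 against Cre-only mice, 347 to 1611 against floxed-only mice and 0 to 168 for the interaction, where 1162 to 2027 genes had an unadjusted p-value under 0.05. Between control genotypes, 0 genes passed in each of these 28 fits. The genes with an unadjusted p-value under 0.05 numbered 139 to 398 between Cre-only and wild-type mice, 429 to 747 between floxed-only and wild-type mice and 586 to 764 between Cre-only and floxed-only mice.

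For the named genes, 645 of 679 values under alternatives kept their direction and side of the threshold, 33 kept only their direction and 1 reversed. The 33 belonged to 5 of 17 genes, among them Myh7, Myh4, Igkc and Gm13394. The reversed value was that of Myh2, 0.065 with the endothelial score as a covariate, and Myh2 passed the threshold in neither fit.

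The alternative without libraries far below the median total count was not run, because 0 libraries met its limit. No paired analysis was possible because the labels pair no animals between genotypes. The depth limited the results for Gdf15 and Fgf21, which had 8 and 2 reads in the 21 controls together.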

Other observations

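In this part, the tests of GC content, transcript length, the endothelial covariate, the normalization, the 20 most counted genes, the libraries labelled knockout 4 and 5, slow muscle and the counts at unadjusted p-values were chosen only after the results were seen.

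The libraries labelled knockout 4 and 5 had Tsc1 at 32.1 and 40.6 CPM and shares of the knockout profile of -0.085 and 0.0779, inside the control range of -0.103 to 0.403. Low depth was ruled out, since the shallower of the pair had 8486969 counts, above the median. Dilution by other tissue was ruled out as far as 6 marker lists show, since 0 of their 12 scores exceeded the highest control. Deletion in a large part of the muscle predicts a share above the controls, and the larger share of 0.0779 did not show it. Deletion in a small part could stay inside the control range, whose upper end of 0.403 came from Cre-only replicate 5, and was not ruled out. A mislabelled sample, or floxed alleles that were not deleted, is a candidate explanation and predicts shares within the control range, such as the -0.085 found. The counts do not tell these apart, and both libraries were kept in all results.

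The number of genes that differed between knockout mice and all controls was compared with other splits of the 28 samples. Of 100 splits, 1 gave at least 1910 genes, the real one, and the highest of the others gave 226. For knockout against wild-type mice 1 of 100 splits gave at least 1107 genes, the real one, and the highest of the others gave 1028. For knockout against Cre-only mice 2 of 100 gave at least 471, and the highest of the others gave 1165. For knockout against floxed-only mice 3 of 100 gave at least 783, and the highest of the others gave 1754. The splits with 1165 and 1185 genes kept knockout replicates 1, 2, 3, 6 and 7 together. They moved the libraries labelled knockout 4 and 5 to the other side. The splits with 1028 and 1754 genes moved only the library labelled knockout 5 there.

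Between control genotypes 0 genes passed, so that 100 of 100 splits gave as many in each comparison. At an unadjusted p-value under 0.05, 71 of 100 splits gave at least the 298 genes found between Cre-only and wild-type mice. For floxed-only and wild-type mice, 72 of 100 splits gave at least 550, and for Cre-only and floxed-only mice 97 of 100 gave at least 640. An excess on the chromosome of an altered locus was tested with these genes in place of genes past the threshold, of which there were 0. On chromosome 2, which carries Tsc1, lay 49 of the 550 genes between floxed-only and wild-type mice, or 8.91%, against 7.89% of all tested genes (two-sided Fisher's exact test p = 0.372). The chromosome with the strongest excess between Cre-only and wild-type mice was chromosome 18, with 16 of 298 genes, or 5.37% against 2.56% (one-sided Fisher's exact test p = 0.0843 after adjustment for 20 chromosomes). Neither test passed 0.05. Both covered entire chromosomes, so they could miss a change confined to genes close to a locus.

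Technical explanations for the difference between knockout mice and all controls were tested in turn. Total counts did not differ (exact permutation p = 0.676). The Spearman correlation across genes between the log2 fold change and GC content was -0.03, and 88 of 100 splits had a correlation at least as far from 0. For transcript length it was also -0.03, and 66 of 100 splits had a correlation at least as far from 0. Genes are not independent replicates, and 99.4% of the tested genes had both values. Without the 20 most counted genes 1895 genes passed, but TMM already trims such genes, so this test hardly moved the fit. With total counts alone 2275 genes passed, and the balance of 1221 higher and 689 lower genes became 1955 and 320. The median log2 fold change was -0.03 with TMM and 0.10 with total counts. A shift of that size argues against the normalization as the source of the genes changed at least 2-fold, 349 higher and 82 lower. For smaller changes the number that passed does not rule out the normalization, and the balance of directions depends on it.

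The endothelial marker score differed between knockout and control libraries by -0.96 (exact permutation p = 0.00360, adjusted 0.0216 over 6 lists). With that score as a covariate, 1387 genes passed, 844 higher and 543 lower. Without the covariate 1910 genes passed. A different share of endothelial cells, or of their RNA, may account for part of the difference. The counts alone do not show whether the same genes passed in both fits or kept their fold changes. Knockout replicates 1, 2, 3, 6 and 7 scored -0.818, 0.499, -1.15, -0.575 and -1.60. The libraries labelled knockout 4 and 5 scored -0.376 and -1.03, and the lowest control, Cre-only replicate 5, scored -0.825. The decrease therefore did not follow the knockout profile in every library. Whether fewer endothelial cells were dissected or the cells responded to the loss of Tsc1 in muscle was not tested.

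The slow-fibre score exceeded the highest control in 0 of the 7 knockout libraries, and the highest control was wild-type replicate 6 at 1.77. The next highest control was floxed-only replicate 2 at 1.06, and knockout replicates 1, 2, 6 and 7 scored 1.48, 1.497, 1.36 and 1.63. Myh7 exceeded the highest control in 3 knockout libraries. More slow muscle in some dissections could give such scores in any genotype, so that the higher slow-fibre score of knockout mice (exact permutation p = 0.0103) cannot be told apart from a difference in dissection. The injury and stress score was also higher in knockout libraries, by 0.586 (exact permutation p = 0.0149, not adjusted).

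Wild-type replicates 4 and 5, whose titles share an animal number, were compared with the other wild-type pairs. Over 9219 genes their chi-square per degree of freedom was 16.5, the lowest of 36 pairs, where the others had 19.4 to 116.6. Chi-square grows with depth, and both libraries were shallow, with 6047701 and 6315597 counts. By the SD of the log2 differences, 0.53, the pair was rank 3 of 36, where the others had 0.52 to 0.73. The same library sequenced again would differ by sampling noise alone, near 1 per degree of freedom, which was not found. The counts cannot tell whether the same animal gave both libraries.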
